# Microarray Analysis of lncRNA and mRNA Reveals Enhanced Lipolysis Along With Metabolic Remodeling in Mice Infected With Larval *Echinococcus granulosus*

**DOI:** 10.3389/fphys.2020.01078

**Published:** 2020-08-21

**Authors:** Yang Lu, Hua Liu, Xiao-ying Yang, Jia-xue Liu, Meng-yu Dai, Jia-cheng Wu, Yu-xin Guo, Tian-cheng Luo, Fen-fen Sun, Wei Pan

**Keywords:** *Echinococcus granulosus*, protoscoleces, adipocyte, adipogenesis, long non-coding RNA, microarray analysis

## Abstract

Parasitic infection improves metabolic homeostasis in “western diet”-induced obesity through the regulation of adipogenesis. However, the underlying mechanism is not yet fully understood. Using microarray analysis, this study investigated the long non-coding RNA (lncRNA) and messenger RNA (mRNA) profiles of subcutaneous adipose tissues from mice infected with *Echinococcus granulosus* protoscoleces. A total of 1052 mRNA (541 upregulated, 511 downregulated) and 220 lncRNA (126 upregulated, 94 downregulated) transcripts were differentially expressed (fold change ≥2, *P* < 0.05) in the infected subcutaneous adipose tissues. When compared with the control group, the infected mice showed a decrease in adipose tissue mass and a reduction in adipocyte size. Indirect calorimetry revealed the change in the energy metabolism after infection, characterized by a lower CO_2_ production and O_2_ consumption, a sharp decline in carbohydrate oxidation, and a slight increase in fat oxidation. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses showed that the parasitic infection reprogrammed a complex metabolic network. Notably, “lipoxygenase” and “arginine and proline metabolism” pathways were significantly upregulated while “glycolysis,” “tricarboxylic acid cycle,” “*de novo* lipogenesis,” and “lipid droplet” pathways were dramatically downregulated. In addition, several key lncRNAs were associated with insulin resistance and adipocyte differentiation. Overall, the present study suggested that *E. granulosus* infection could enhance lipolysis. Thus, our findings provide novel insights into parasite-mediated metabolic homeostasis, and into the mechanism of hypertrophic adipocytes in obesity.

## Introduction

Parasites pose a threat to human health since they are widely considered as agents of disease and death (Hellard et al., 2015). Following infection, these organisms can compete with the host for nutrients, while also regulating its metabolism and immune system. Parasites have developed refined machinery to evade the host’s immune system by manipulating its response (Gomes et al., 2016). It is well known that T-helper type 2 (Th2) responses are central to parasitic infections, and can participate in regulation of host’s immune system (Affinass et al., 2018). Th2 responses can create an anti-inflammatory immune microenvironment and improve host metabolic disorders (van der Zande et al., 2019). Such immunological characteristics make parasites and their derived molecules attractive models for the treatment of inflammatory and metabolic disorders. For example, *Trichuris muris* infection was shown to protect mice deficient in *NOD2* (susceptibility gene for Crohn’s disease) from Th2 response-dependent intestinal abnormalities (Ramanan et al., 2016). Additionally, the excreted or secreted molecules-62 (ES-62) derived from *Acanthocheilonema viteae* (a filarial nematode parasite of gerbils) are anti-inflammatory by virtue of covalently attached phosphorylcholine moieties (Doonan et al., 2019). The subcutaneous administration of this immunomodulator was recently reported to protect against collagen-induced arthritis (Doonan et al., 2019).

Currently, obesity is a main public health concern since obese individuals are at a greater risk of developing chronic disease and often present clinical parameters of metabolic syndrome (MetS), insulin resistance, and systemic markers of chronic low-grade inflammation (Alberti et al., 2005; Andersen et al., 2016; Affinass et al., 2018). Adipose tissue accumulation is a common clinical phenomenon in obese individuals (Gijs, 2017). Adipose tissue is the main lipid storage depot in the human body and, as such, plays a crucial role in the regulation of dietary fat daily influx into circulation (Andersen et al., 2016; Jais and Brüning, 2017). However, in obesity, the adipose tissue may not expand properly when there is a need to store the energy surplus. In turn, this may lead to ectopic fat deposition in tissues involved in metabolic homeostasis and, consequently, insulin resistance and MetS (Feakins, 2016). Thus, adipogenesis is an essential event in obesity and MetS development.

An increasing number of studies have shown that parasitic infection can regulate adipogenesis. The intestinal nematode parasite *Heligmosomoides polygyrus* was reported to attenuate obesity in high-fat diet-induced obese mice (Affinass et al., 2018). The infected individuals exhibited a markedly upregulated expression of uncoupling protein 1 (a key protein involved in energy expenditure) in the adipose tissue, suppression of glucose and triglyceride levels, and alteration in the expression of key genes involved in lipid metabolism (Su et al., 2018). *Trypanosome brucei* is a parasite that uses the adipose tissue as a niche, enhancing fatty acid β-oxidation and causing weight loss in model mice (Trindade et al., 2016). These studies suggested that helminths may play a protective role against MetS (Crowe et al., 2017) and that exploring the underlying mechanism of adipogenesis in a parasitic infection context may provide a novel strategy for the treatment of obesity and MetS.

*Echinococcus granulosus* (*E. granulosus*) is a known cestode with high host adaptability and worldwide distribution. After oral uptake of the eggs by intermediate hosts, the activated oncospheres hatch in the gastrointestinal tract, where they penetrate the intestinal wall and enter the bloodstream. Eventually, the parasites reach the visceral organs (such as the liver, lung, heart, and kidney), where they develop into hydatid cysts. *E. granulosus* can infect many intermediate hosts and go unnoticed for several decades, since it has evolved strategies to subvert the immune responses (Peón et al., 2016). Previous studies have focused on the immunoregulatory role of *E. granulosus* and its derived molecules (Pan et al., 2013, 2018; Díaz, 2017). However, their metabolic regulatory activity of *E. granulosus* and its derived molecules has been largely neglected.

Long non-coding RNAs (lncRNAs) are emerging as important regulators of cellular signaling and gene expression in numerous cell types. These molecules are long RNA transcripts (>200 bp) that lack protein-coding ability (Ferrè et al., 2016). lncRNAs can regulate cell function through a variety of mechanisms (Sun and Lin, 2019). For instance, they can function as scaffolds to bring two or more proteins into a functional ribonucleoprotein complex. lncRNAs can also act as decoys to titrate a protein away from its original target, as guides to recruit chromatin modification enzymes to specific loci on chromosomes, and as microRNA sponges to buffer the inhibitory functions of microRNAs on gene expression. Recent studies have revealed an extensive list of regulators that govern adipocyte differentiation, and the scope of these regulators has been greatly expanded to lncRNAs. For example, the very recently identified adipogenic lncRNA Plnc1 was found to promote differentiation into mature adipocytes (Sun et al., 2019). However, the understanding of the underlying mechanisms of lncRNA in adipocyte regulation is still in its infancy.

The present study investigated whether the larval *E. granulosus* infection in mice could regulate adipogenesis and determined the differential expression profiles of both mRNA and lncRNA. The results showed that the fat mass and adipocytes’ size were significantly decreased, following infection. Moreover, several differentially expressed lncRNAs and mRNAs were found to regulate the metabolic reprogramming and differentiation of adipocytes. These results provided a novel insight into host-parasite interplay and several clues for the treatment of obesity and its associated Mets.

## Materials and Methods

### Ethics Approval

This study was carried out in strict accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals of the Ministry of Health, China. The protocol was approved by the Laboratory Animal Welfare and Ethics Committee (LAWEC) of Xuzhou Medical University (Xuzhou, China, SCXK (Su) 2015-0009). All surgery was performed under sodium pentobarbital (100 mg/kg) anesthesia and all efforts were made to minimize suffering.

### Mice and Parasites

Female C57BL/6J mice (6–8 weeks old) were obtained from Shanghai Laboratory Animal Center (SLAC, Shanghai, China) and were bred in the university facilities. All mice were fed by the experimental animal growth and reproduction diet (Amufi company, Suzhou, China) containing 20% protein, 4% lipid and 5% carbohydrate, and were housed in an air-conditioned room at 24°C with a 12 h dark/light cycle and permitted free access to food and water.

The protoscoleces of *E. granulosus* (EgPSC) were obtained from the hydatid cysts of naturally infected sheep livers under aseptic conditions, and washed three times using 0.9% NaCl containing 100 mg/ml penicillin and 100 U/ml streptomycin. Female C57BL/6J mice were intraperitoneally injected with a 200 μl suspension containing 2000 live EgPSC in 0.9% NaCl to establish the Eg model, and the control mice were received 200 μl 0.9% NaCl (Pan et al., 2013, 2018; Yu et al., 2018). The infected and control mice were sacrificed for experiment after 7 months of infection.

### Indirect Calorimetry

The profile of systemic energy metabolism was determined by indirect calorimetry using the Oxymax CLAMS system (Columbus Instruments) at 7^th^ month post infection. Mice were housed individually in CLAMS cages and allowed to acclimate for 24 h (12 h day and 12 h night) in 25°C with unrestricted excess to food and water. O_2_ consumption (VO_2_), CO_2_ release (VCO_2_), Respiratory Exchange Ratio (RER) and food intake were recorded for 24 h spanning a single light-dark cycle. Carbohydrate oxidation was calculated using the formula [(4.585^∗^VCO_2_)–(3.226^∗^VO_2_)]^∗^4, in which the 4 represents the conversion from mass per time unit to kcal per time unit (Péronnet and Massicotte, 1991). Similarly, fat oxidation was calculated using the formula [(1.695^∗^VO_2_)-(1.701^∗^VCO_2_)]^∗^9 (Péronnet and Massicotte, 1991).

### Glucose Tolerance Test (GTT)

Glucose tolerance test was performed at 7^th^ month post-infection. After fasting for 16 h, mice were given a glucose solution in the abdominal cavity at a dose of 1 g/kg. Blood samples were collected at 0, 30, 60, 90, and 120 min after injection, and blood glucose test paper was used to detect blood glucose. The curve of blood glucose over time was drawn by Graphpad 6 software and the total area under the curve (AUC) was calculated.

### Serum Biochemical Indices

After sacrifice, the blood samples from mice eyeballs were centrifuged in 12,000 rpm, 4°C for 20 min. The serum concentration of aspartate aminotransferase (AST), alanine aminotransferase (ALT), triglyceride, cholesterol, high density lipoprotein (HDL) and low density lipoprotein (LDL) was measured by automatic biochemical analyzer (Roche Cobas 701, Roche Diagnostics Ltd.).

### Histopathological Examination

Adipose tissue was immersed in 4% paraformaldehyde for 4 h, and transferred to 70% ethanol. Individual lobes of adipose tissue were placed in processing cassettes, dehydrated through a serial alcohol gradient, and embedded in paraffin wax blocks. Before immunostaining, 5 μm-thick adipose tissue sections were dewaxed in xylene, rehydrated through decreasing concentrations of ethanol, and washed in PBS. Stain the slide with 1% eosin Y solution for 10–30 s with agitation. Dehydrate the sections with two changes of 95% alcohol and two changes of 100% alcohol for 30 s each. At last, extract the alcohol with two changes of xylene (Fischer et al., 2008). After staining, sections were dehydrated through increasing concentrations of ethanol and xylene and cover with a coverslip.

### Microarray Profiling

The lncRNA and mRNA expression patterns of three EgPSC infected mice and three control mice were detected. The Agilent-085631 was used in this experiment and data analysis of the 6 samples were conducted by OE Biotechnology Co., Ltd. (Shanghai, China). Total RNA was quantified by the NanoDrop ND-2000 (Thermo Fisher Scientific, Waltham, MA, United States) and the RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). The sample labeling, microarray hybridization and washing were performed based on the manufacturer’s standard protocols. Briefly, total RNAs were transcribed to double strand cDNA, then synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies).

### Differential Expression Analysis

The raw data were analyzed using Feature Extraction software (version 10.7.1.1; Agilent Technologies) and then normalized using percentile normalization. Probes with least one of two conditions flagged in “*P*” were chosen for further data analysis. Calculated with the *t*-test, differentially expressed lncRNAs were identified through fold change and the *P*-value. Aberrantly expressed lncRNAs and mRNAs were defined as fold change ≥2.0 and *P* < 0.05. Hierarchical clustering was performed on six mouse adipose tissue samples using Cluster 3.0 (Stanford University School of Medicine, California, United States) and TreeView 2.0 (Baryshnikova Lab, Princeton University, New Jersey, United States) to distinguish the distinguishable gene expression pattern among the samples.

### GO and KEGG Enrichment Analysis

The Gene Ontology (GO) analysis was executed to investigate the biological functions of mRNAs and lncRNAs. Biological process (BP), cellular component (CC), and molecular function (MF) were involved in the GO terms. The enrichment analysis of GO terms with *P* < 0.05 was considered significantly. Moreover, to predict the possible pathways, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was adopted to map the possible pathways of these differentially expressed genes.

### Co-expression Network Analysis

Cytoscape version 3.5.1 (US National Institute of General Medical Sciences) was used to describe the co-expression of lncRNAs and the protein-coding genes. Correlations with *P* < 0.05 were considered statistically significant.

### Quantitative Reverse Transcription PCR

Quantitative reverse transcription-PCR (qRT-PCR) was performed to validate the microarray results. Quantification was performed with a two-step reaction process: reverse transcription (RT) and PCR. Each RT reaction consisted of 0.5 μg RNA, 2 μl of 5 × *TransScript* All-in-one SuperMix for qPCR and 0.5 μl of gDNA Remover, in a total volume of 10μl. Reactions were performed in a GeneAmp^®^ PCR System 9700 (Applied Biosystems, United States) for 15 min at 42°C, 5 s at 85°C. The 10 μl RT reaction mix was then diluted × 10 in nuclease-free water and held at −20°C. Real-time PCR was performed using LightCycler^®^ 480 II Real-time PCR Instrument (Roche, Swiss) with 10 μl PCR reaction mixture that included 1 μl of cDNA, 5 μl of 2 × *PerfectStart*^TM^ Green qPCR SuperMix, 0.2 μl of forward primer, 0.2 μl of reverse primer and 3.6 μl of nuclease-free water. Reactions were incubated in a 384-well optical plate (Roche, Swiss). The exact thermal cycler conditions were described in a previous study (Li et al., 2016). Each sample was run in triplicate for analysis. At the end of the PCR cycles, melting curve analysis was performed to validate the specific generation of the expected PCR product. The primer sequences are shown in Supplementary Table S1, which were designed in the laboratory and synthesized by TsingKe Biotech based on the mRNA sequences obtained from the NCBI database. The expression levels were calculated using the 2^–Δ^ ^Δ^ ^*Ct*^ method (Livak and Schmittgen, 2001).

### Statistical Analysis

All statistical analysis in this study was performed using the software Graphpad Prism 6.0. All measurement data were presented as the mean with standard error of the mean (SEM). Differentially expressed mRNA and lncRNAs were identified using *t*-tests. *P* < 0.05 considered as statistically significant.

## Results

### Enhanced Lipolysis After EgPSC Infection

There is accumulating evidence showing that parasitic infection causes pathophysiological changes in host adipose tissues (De Niz et al., 2019). However, whether this occurs following EgPSC infection remains unknown. EgPSC-infected mice gained body weight due to the cysts in their inner organs, which demonstrated the successful establishment of the infection model. After removing the cysts, the EgPSC-infected mice showed a decrease in body weight (*P* = 0.041, Figure 1A). Moreover, the mass of subcutaneous fat were significantly lower in the infected mice than in the control group (*P* < 0.001, Figure 1B). Consistent with this observation, the percentages of subcutaneous fat mass/body weight (without cysts) decreased remarkably (*P* < 0.001, Figure 1C). Hematoxylin-eosin (H&E) staining revealed shrunken adipocytes in post-infection subcutaneous fat tissue (Figure 1D). The diameter and superficial area of subcutaneous adipocytes in infected mice also decreased (*P* < 0.001, Figures 1E,F). These results suggested that EgPSC could promote lipolysis in the host. In addition, the relative expression of M1 type macrophage markers (tumor necrosis factor alpha, interleukin-6 and inducible nitric oxide synthase) was significantly downregulated (*P* < 0.05, Supplementary Figure S1A), while the relative expression of M2 macrophage markers (arginase-1 and interleukin-10) was remarkably upregulated (*P* < 0.01, Supplementary Figure S1B), which was consistent with the fact that M2 macrophages promote lipolysis (Nguyen et al., 2011).

**FIGURE 1:**
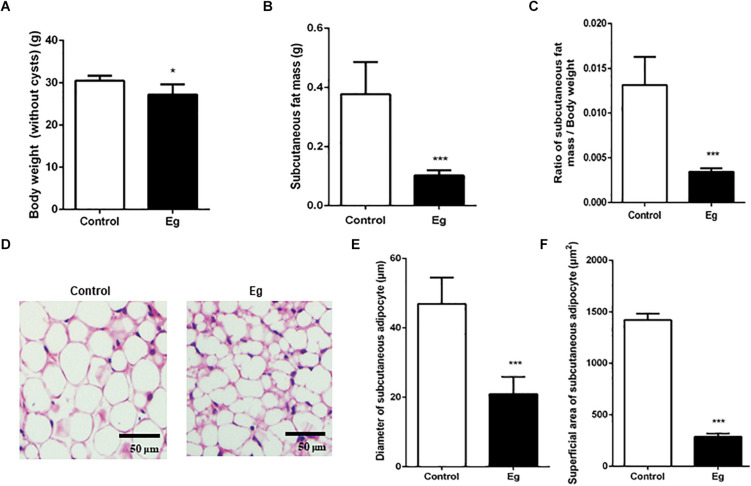
The pathological evaluation of subcutaneous fat in EgPSC infected mice. The C57BL/6J mice were sacrificed at the 7^th^ month after infection. **(A)** The body weight (without cysts). **(B)** The mass of subcutaneous fat. **(C)** The ratio of subcutaneous fat mass/body weight. **(D)** Representative adipose tissue images of hematoxylin-eosin (H&E) staining. **(E)** The statistical results of subcutaneous adipocyte diameter. **(F)** The statistical results of subcutaneous adipocyte superficial area. *n* = 8 mice for each group. The differences were analyzed using two tailed Student’s *t*-test. Data represent means with SEM. Asterisks indicate statistically significant differences compared to the control group. *P < 0.05, ***P < 0.001. ns, no significance.

In contrast, there was no obvious change in liver mass, triglyceride, cholesterol, low- and high-density lipoproteins after infection (*P* > 0.05, Supplementary Figures S2A–E), while serum levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT) were decreased (Supplementary Figures S2F–H). However, the parasitic infection significantly improved the mice glucose tolerance (*P* < 0.001, Supplementary Figure S3), indicating an alternative host metabolism.

### Characterization of Systemic Energy Metabolism After EgPSC Infection

The adipose tissue is the main lipid storage depot in the body and has a crucial role in burning lipids for thermogenesis (Cinti, 2018). As a result, this tissue contributes to the total energy expenditure and can modify the energy metabolism of the whole body. We hypothesized that EgPSC infection could alter the systemic energy metabolism in mice because of the evident decrease in adipose tissue mass, following infection. To corroborate this, an indirect calorimetry assay was conducted with mice housed in metabolic cages for 24 h (1 day and 1 night).

Compared with the control group, the infected mice showed a comparable level of Respiratory Exchange Ratio (RER) throughout the experimental period (*P* > 0.05, Figure 2A). However, each EgPSC-infected mouse released less CO_2_ (*P* < 0.05, Figure 2B) and consumed less O_2_ (*P* < 0.05, Figure 2C). The results indicated a lower energy metabolism following infection. Moreover, a sharp decline in carbohydrate oxidation (*P* < 0.01, Figure 3A) and increased fat oxidation per mouse (*P* > 0.05, Figure 3B) were observed, suggesting that EgPSC infection could force the mice to use fatty acids as a carbon source and enhance lipid combustion (Schilperoort et al., 2018), which is consistent with fat loss following infection. However, there was no difference in food intake between the EgPSC-infected and control mice (Supplementary Figure S4), indicating that low appetite was not the cause of the observed metabolic changes.

**FIGURE 2:**
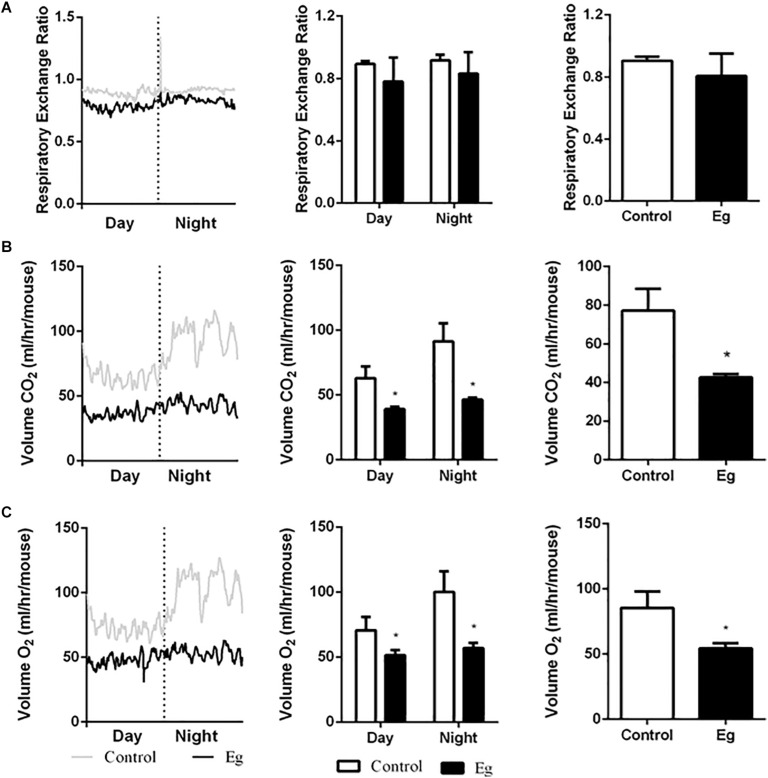
The profile of systemic energy metabolism in EgPSC infected mice. The systemic energy metabolism was determined by the indirect calorimetry. **(A)** Respiratory exchange ratio (RER). **(B)** CO_2_ release (VCO_2_). **(C)** O_2_ consumption (VO_2_). *n* = 8 mice for each group. The differences were analyzed using two tailed Student’s *t*-test. Data represent means with SEM. Asterisks indicate statistically significant differences compared to the control group. *P < 0.05.

**FIGURE 3:**
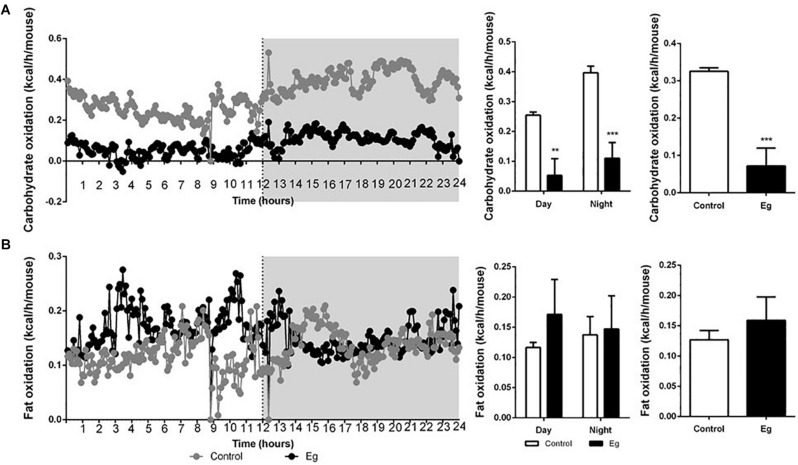
The profile of carbohydrate oxidation and fat oxidation in EgPSC infected mice. **(A)** Carbohydrate oxidation. **(B)** Fat oxidation. *n* = 8 mice for each group. Light and gray areas represent the light and dark phases, respectively. Bar graph analysis means light and dark phase results and all-time results. The differences were analyzed using two tailed Student’s *t*-test. Data represent means with SEM. Asterisks indicate statistically significant differences compared to the control group. **P < 0.01, ***P < 0.001.

### Differentially Expressed mRNAs and lncRNAs in Adipose Tissues After EgPSC Infection

Microarray analysis was performed to identify the pathophysiological events of EgPSC infection and the mechanism of adipogenesis inhibition. 

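Subcutaneous adipose RNA from 3 control mice and 3 EgPSC infected mice was labeled with Cyanine-3 and hybridized to 6 one-color Agilent arrays of design 085631, 1 array per mouse. The infected mice had received 2000 live protoscoleces in 200 μl, and the control mice the same volume without parasites. The paper gives 7 months between infection and sampling, whereas the sample labels give 16 weeks of infection and an age of 7 months. Each array carried 180873 spots, of which 175899 belonged to 117273 probes. Of these probes, 110759 had 1 spot and 6514 had 10 spots. The authors extracted the spot signals with Feature Extraction 10.7.1.1, which subtracts the background within each array, and did not scale those files between arrays. On the control arrays, between 60.4% and 61.3% of the probes were well above the background, and on the infected arrays between 60.6% and 62.3%. The 75th percentile of the probes was 8.42, 8.45 and 8.14 (log2) on the control arrays and 8.41, 8.31 and 8.19 on the infected arrays. No spot was saturated. The slide numbers in the scan records place the 3 control arrays and EgPSC infected replicate 1 on 1 slide and infected replicates 2 and 3 on another.

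The values reported here were computed from the spot signals. Spots marked as outliers by the software were left out, between 2740 and 3199 per array, and replicate spots were averaged on the log2 scale. The 75th percentile of each array was then subtracted, so a value of 0 is the level of that percentile. The paper names percentile normalization, and its text does not name the percentile. A probe was tested when it was well above the background on every array of at least 1 group, which left 69776 probes, 54715 of them for mRNAs and 5073 for lncRNAs. The groups were compared with limma, with Benjamini-Hochberg adjustment over all tested probes. The number of arrays, 3 per group, limits the precision of every value. Genes were named only for probes that Supplementary Tables S3 and S4 list with a RefSeq accession, and those probes were selected by the authors on these same 6 arrays.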

An Agilent Mouse lncRNA Microarray (design ID: 085631) was used in this experiment. Differentially expressed mRNAs or lncRNAs were identified through fold change and the *P*-values were calculated using the *t*-test. The threshold between upregulated and downregulated RNAs was set as fold change ≥2.0 and *P* < 0.05.

Among all the mRNAs and lncRNAs detected in the subcutaneous adipose tissues of infected mice, 1052 mRNAs (Supplementary Table S3) and 220 lncRNAs (Supplementary Table S4) were differentially expressed (upregulated: 541 mRNAs, 126 lncRNAs; downregulated: 511 mRNAs, 94 lncRNAs). 

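At a fold change of at least 2 and an adjusted p below 0.05 in limma, 201 mRNA probes differed between the groups, 54 of them upregulated and 147 downregulated in EgPSC infected mice. For lncRNAs, 25 probes passed, 15 upregulated and 10 downregulated. At the threshold of the methods, which applies no adjustment, 1462 mRNA probes (834 upregulated, 628 downregulated) and 292 lncRNA probes (208 upregulated, 84 downregulated) passed. In all 226 probes past the adjusted threshold the infected arrays lay on one side of the control arrays, which was also so for 15611 of the 59788 tested mRNA and lncRNA probes (26.1%, against 10% by chance for 3 arrays against 3). Under the 50th percentile, normexp background correction, array weights or the slide as a block, more mRNA probes were downregulated than upregulated at the threshold of the methods. With the test named in the methods, 1 mRNA probe passed after adjustment. Without control replicate 1, 2 or 3, 6, 3 and 1 mRNA probes passed, and without infected replicate 2, 5. Without infected replicate 1, 140 passed (69 upregulated, 71 downregulated), and without infected replicate 3, 935 (401 upregulated, 534 downregulated). A fit with the slide as a block gave 3 mRNA probes. The slide that held both groups carried infected replicate 1 alone of the infected arrays, so it gives no spread between infected mice.

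Among probes past the adjusted threshold, the upregulated mRNAs named for their fitted log2 fold change were Alox12e, Nfe2, Fut2, Tfpi and a probe without a gene symbol. Where no array of a group was well above the background the fold is a bound for the processing used here. The place of such a probe among the largest changes is not established. Nfe2 (NM_001302338) was not well above the background on any control array and was at least 2.84-fold higher in infected mice (adjusted p = 0.0180, limma). Fut2 was at least 2.97-fold higher on the same ground. The probe without a symbol, mmu_gmr037888, has the sequence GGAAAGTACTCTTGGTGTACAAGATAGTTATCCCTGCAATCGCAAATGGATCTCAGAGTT and was at least 4.78-fold higher. Among the downregulated mRNAs named in the same way, Prelid3a (NM_144867) was at least 6.60-fold lower in infected mice (adjusted p = 0.00520, limma), Gm16867 at least 4.09-fold and Olfr1033 at least 2.63-fold. Tnnc1 (NM_009393) was -1.04 ± 0.69 (SD, n = 3) in control mice and -5.15 ± 0.67 (SD, n = 3) in infected mice, where 1 of 3 arrays was well above the background. Prss35 fell by 3.13 on the log2 scale and was well above the background on all arrays. Among lncRNA probes past the adjusted threshold, the one with the largest fitted increase, mmu_bnc082725, has no gene symbol. It measured -3.35 ± 0.35 (SD, n = 3) in control mice and 1.37 ± 0.63 (SD, n = 3) in infected mice, a log2 fold change of 4.72 (standard error 0.35, adjusted p = 0.0130 from limma). Gm30417 was at least 6.83-fold higher. Among the same lncRNA probes, the largest fitted decreases were those of Gm5627 (log2 fold change -3.52), D830024N08Rik (-2.92) and Gm40449 (-2.72).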

The volcano plots of differentially expressed mRNAs and lncRNAs are shown in Figures 4A,B, respectively. Red and blue dots indicated significantly upregulated and downregulated transcripts, respectively. 

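The 6 arrays were also compared as whole profiles over the tested probes. Principal component 1 held 42.0% of the variance and component 2 34.6%. The control arrays lay between -78.8 and -40.6 on component 1, EgPSC infected replicate 1 lay at -31.4, and infected replicates 2 and 3 at 63.1 and 135.5. Component 1 thus also divided the arrays by slide, since infected replicate 1 shares its slide with the controls. Its closeness to them may come from the slide, and the component alone cannot tell slide from infection. Pearson's r across probes, which are not independent replicates, was 0.986 to 0.991 between control arrays, 0.925 to 0.955 between infected arrays and 0.968 to 0.973 between infected replicate 1 and the control arrays. Over probes, the median SD between replicates was 0.140 (log2) in control mice and 0.254 in infected mice, and the SD was larger in infected mice for 76.0% of the probes. The difference between the groups was thus measured against an infected group with 1.81 times the spread of the control group. Much of this lay with infected replicate 3, which had the lowest array weight (0.279). It differed by a median of 0.35 and 0.31 (log2) from infected replicates 1 and 2. Those 2 arrays differed by 0.22, against 0.14 to 0.18 between control arrays.

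**Figure D1:**
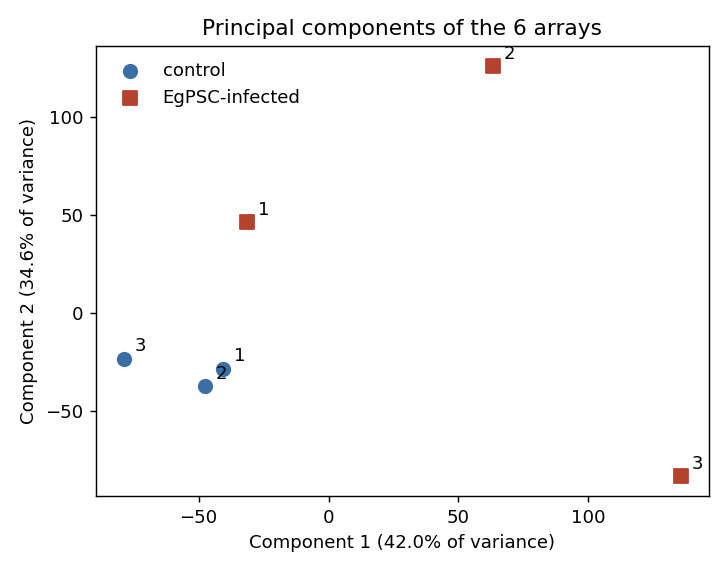
Principal components 1 and 2 of the normalized log2 signals of the 6 arrays, in arbitrary units, with each point 1 mouse and its replicate number. The 3 control arrays lie close together, while infected replicates 2 and 3 lie at 63.1 and 135.5 on component 1. Infected replicates 2 and 3 were on a slide without controls, and infected replicate 1 shared the slide of the controls.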

The different expression profiles of lncRNAs and mRNAs between control and infected mice indicated that these transcripts may be involved in the differential process of adipose tissues. Moreover, the scatter plots of differentially expressed mRNAs and lncRNAs are shown in Supplementary Figure S5.

**FIGURE 4:**
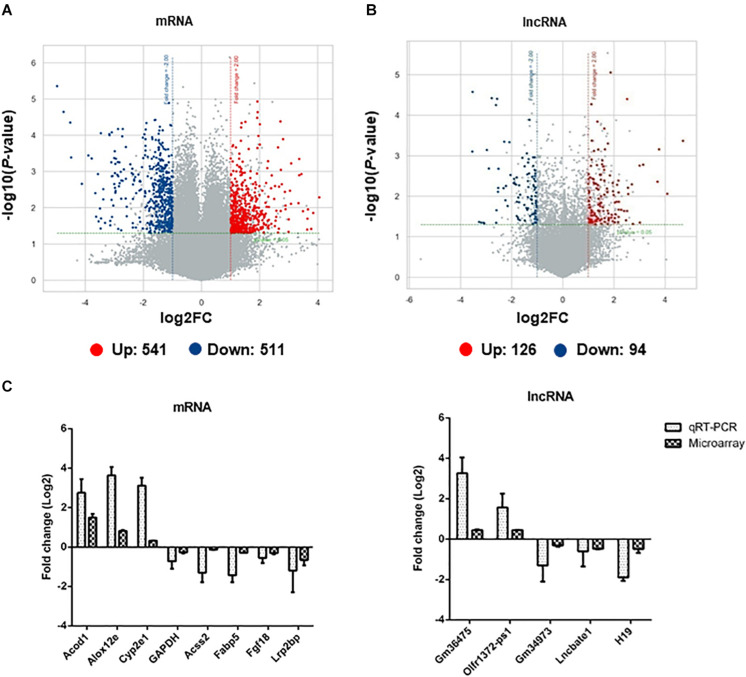
The identification and validation of differentially expressed mRNAs and lncRNAs in adipose tissues of EgPSC infected mice. The volcano plots show the distributions of **(A)** mRNAs and **(B)** lncRNAs. The x-axis indicates the fold change. The horizontal green line represents the filter criterion (threshold *P* ≤ 0.05); red dots, upregulated; blue dots, downregulated. **(C)** qRT-PCR validation of randomly selected differentially expressed mRNAs and lncRNAs from the microarray data.

To validate the results obtained with microarray analysis, 7 differentially expressed mRNAs (Acod1, Alox12e, Acss2, Fabp5, Fgf18, Lrp2bp, GAPDH) and 5 lncRNAs (Gm36475, Olfr1372-ps1, Gm34973, Lmcbate1, and H19) were randomly selected for qRT-PCR. A consistent expression trend of these genes was observed (Figure 4C).

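Array values were obtained for 11 of the 12 genes named for qRT-PCR and for Cyp2e1, which Fig. 4C shows as well. Olfr1372-ps1 was not analysed here. All of them had infected arrays on one side of the control arrays, which is how the authors' selection on these arrays tends to leave them, and the smallest p an exact two-sided test of 3 against 3 allows is 0.1. Past a fold change of 2 and an adjusted p below 0.05 over all tested probes were 4 of the 12, and 11 when adjusted over the list alone, which is not independent evidence. Alox12e (NM_145684) rose from -2.75 ± 0.56 (SD, n = 3) in control mice to 0.62 ± 0.42 (SD, n = 3) in infected mice, a log2 fold change of 3.37 (adjusted p = 0.0272, limma). Fabp5 (NM_010634) fell by 1.93 on the log2 scale (adjusted p = 0.0120, limma), Acss2 (NM_019811) fell by 1.38 (adjusted p = 0.0317) and the lncRNA Lncbate1 (NR_077224), written Lmcbate1 in the text, fell by 2.01 (adjusted p = 0.0180). None of these 4 passed the adjusted threshold without control replicate 1, 2 or 3 or without infected replicate 2.

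The other genes changed in the direction of Fig. 4C and did not pass the adjusted threshold. Acod1 (NM_008392) was not well above the background on any control array and was at least 4.15-fold higher in infected mice (adjusted p = 0.101, limma). Cyp2e1 rose by 2.60 (adjusted p = 0.0531) and Gm36475 by 2.02 (adjusted p = 0.0833). Fgf18 fell by 1.18, Lrp2bp fell by 1.57 and Gm34973 fell by 0.96, with adjusted p of 0.102, 0.172 and 0.121. For Lrp2bp, 1 of 3 infected arrays was well above the background, so the size of its fall is uncertain. The Gapdh probe, which carries the predicted transcript XM_017321385, fell by 1.32 (adjusted p = 0.0800). It measured -0.37 in control mice, below the 75th percentile of all probes.

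**Figure D2:**
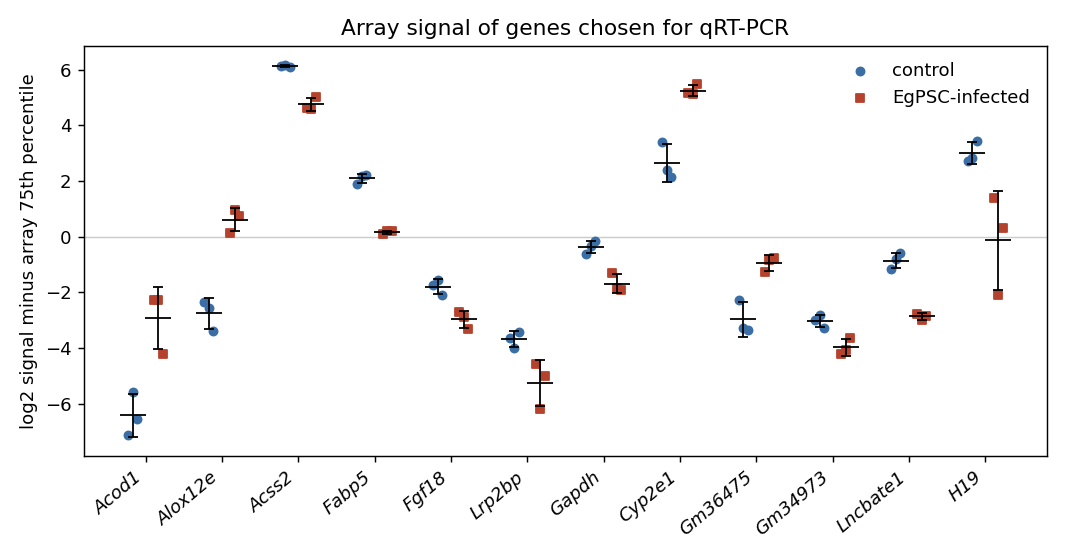
Normalized log2 signal of the genes chosen for qRT-PCR, relative to the 75th percentile of each array, with each point 1 mouse, the horizontal line the mean and the error bar the SD of 3 mice. Fabp5 lies at 0.16 ± 0.06 in infected mice and at 2.10 ± 0.17 in control mice, while the infected arrays spread widely for H19.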

### GO and KEGG Pathway Analyses of Differentially Expressed mRNAs

To evaluate the enrichment of mRNAs in biological processes, cellular components, and molecular functions, Gene Ontology (GO) analysis was performed on 1052 significantly expressed mRNAs noted from the microarray outcome. Based on the biological processes in the gene ontology classification, the differentially expressed mRNAs (fold change ≥2) were classified into different functional categories. Figure 5 shows the GO annotation of upregulated (Figure 5A) and downregulated (Figure 5B) mRNAs with the top 10 enrichment scores covering the three domains. 

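Genes that Supplementary Table S5 places in 5 Gene Ontology terms were read on the arrays, 1 probe per gene. All were on the authors' list of changed probes, so their number is no test of enrichment. Of the 20 genes under G-protein coupled receptor activity, 17 were upregulated and 3 (Sfrp4, Frzb, Ntsr2) downregulated in EgPSC infected mice. Ackr1 (NM_010045) rose by 2.77 (log2, standard error 0.14, adjusted p = 0.00699 from limma) and kept between 2.66 and 2.84 with each mouse left out in turn. Olfr510 also passed the adjusted threshold and was at least 1.44-fold higher, since no control array was well above the background. The other 18 had an adjusted p of up to 0.206.

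Of 27 genes read under lipid metabolic process, 23 had a named probe, of which 17 were downregulated and 6 upregulated, and 7 passed the adjusted threshold. The downregulated ones among these 7 were Mid1ip1 (fell by 1.69), Agpat4 (fell by 1.33), Mogat2 (fell by 2.11), Fabp5 and Gm2a, the last at least 2.82-fold lower with no infected array well above the background. Acsm3 rose by 1.36 and Alox12e was the other upregulated gene past the threshold. The 4 downregulated genes of cholesterol biosynthetic process, Fdps, Cyp51, Lss and Pmvk, had log2 fold changes of -1.31, -1.21, -1.11 and -1.32, and Ces1d rose by 0.88. None of these 5 passed the adjusted threshold in limma (adjusted p from 0.0652 to 0.202). All 5 had an unadjusted p below 0.05, and the 4 downregulated ones also had a fold change of at least 2. Ces1d had a fold change of 1.84. Under lipid droplet, 5 of 7 genes were downregulated, and Plin2 (XM_011249907) fell by 1.80 (adjusted p = 0.0490, limma).

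**Figure D3:**
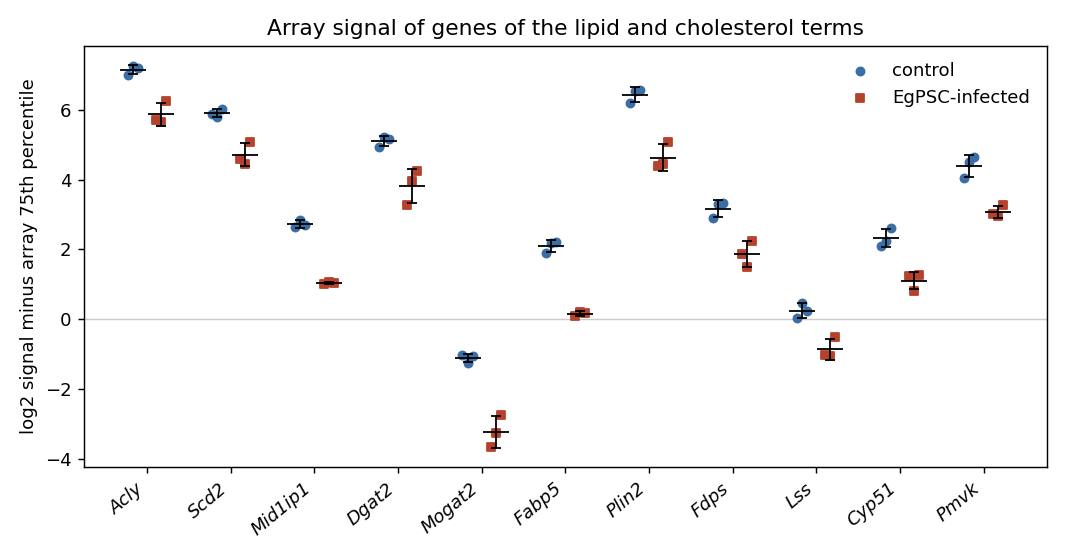
Normalized log2 signal of 11 genes of the lipid and cholesterol terms, relative to the 75th percentile of each array, with each point 1 mouse, the horizontal line the mean and the error bar the SD of 3 mice. In each gene the 3 infected mice lie below the 3 control mice. Only downregulated genes were drawn, so this direction was set by the choice. Upregulated genes of the same terms, such as Alox12e and Ces1d, are not shown.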

According to GO analysis, upregulated genes were mainly involved in a variety of biological processes, including cell signaling transduction and lipid metabolism, such as “G-protein coupled receptor activity (GO: 0004930)” and “lipoxygenase pathway (GO: 0019372)” Conversely, “lipid metabolic process (GO: 0006629),” “cholesterol biosynthetic process (GO: 0006695),” and “lipid droplet (GO: 0005811)” were downregulated (also listed in Supplementary Table S5). These terms may play a key role in the disorder of lipid metabolism.

**FIGURE 5:**
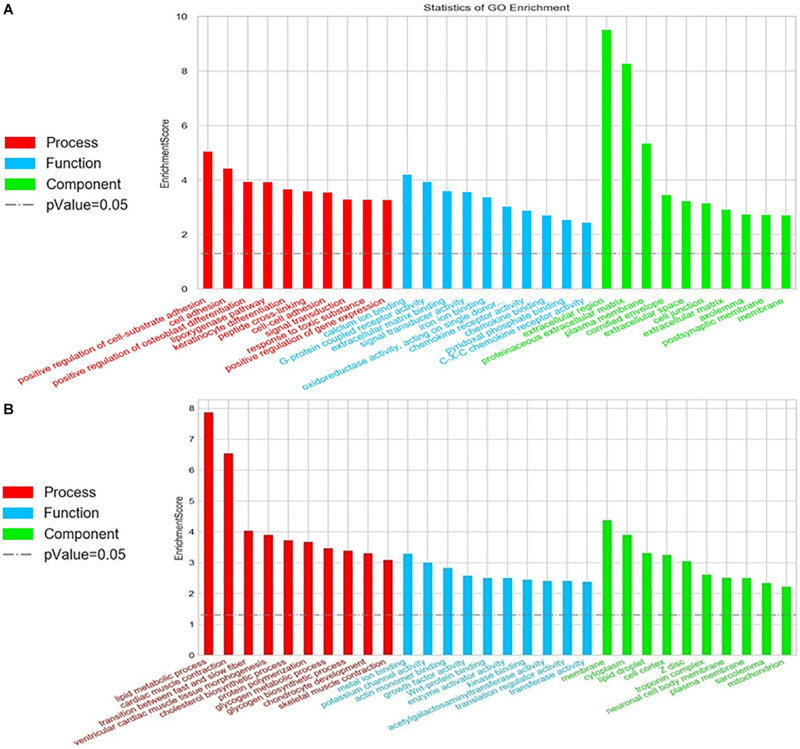
Gene Ontology (GO) analysis of the differentially expressed mRNAs. Go annotation of differentially expressed mRNAs with top 10 enrichment scores covering domains of biological processes, cellular components, and molecular functions. **(A)** Upregulated and **(B)** downregulated mRNAs. The GO terms with corrected *P* < 0.05 were considered significantly enriched by differentially expressed genes.

To further understand the predicted biological functions of the aforementioned differentially expressed mRNAs, their pathways and molecular interactions were then predicted by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. The top 30 enriched pathways are shown in Figure 6. Among others (Supplementary Table S2), “Arginine and proline metabolism (mmu00330),” “cyclic adenosine monophosphate (cAMP) signaling pathway (mmu04024),” “carbon metabolism (mmu01200),” and “insulin resistance (mmu04931)” were thought to be closely associated with adipocyte metabolism and deserved further study. 

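For each of these pathways, the array values of the genes that Supplementary Table S2 lists were read. Among the 3 named genes of arginine and proline metabolism, Prodh rose by 1.24 ± 0.19 (standard error) and Arg1 (NM_007482) by 2.58 ± 0.54 on the log2 scale, and P4ha2 fell by 1.34. None passed the adjusted threshold (lowest adjusted p = 0.0727, limma), and all 3 did at an unadjusted p below 0.05. In the cAMP signaling pathway, 6 of 9 named genes were upregulated, and none passed after adjustment in limma while 9 did without. Adcy10 fell by 2.21 and Hcar1 rose by 1.64, and Htr1d, not well above the background on any control array, was at least 1.71-fold higher. In carbon metabolism, 6 of 7 were downregulated, and Me1, Hk2 and Acss2 passed the adjusted threshold. In insulin resistance, 4 of 5 named genes were downregulated. Ppp1r3b (NM_177741), which passed, measured 2.20 ± 0.22 (SD, n = 3) in control mice and 0.61 ± 0.19 (SD, n = 3) in infected mice. Akt2, Agmat and Ckmt1 were not analysed here. Beside these values, the paper's reported FDR is 0.275 for the first 2 pathways, 0.290 for carbon metabolism and 0.378 for insulin resistance.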

Notably, in comparison to the control mice, the expression of enzymes in “glycolysis,” “TCA,” and “*de novo* lipogenesis” pathways were significantly downregulated, while “fatty acid oxidation” was activated after infection (Figure 7 and Supplementary Table S6). This suggested that the EgPSC infection reprogrammed the adipose tissue metabolism.

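Of 43 genes that encode the enzymes of Fig. 7, 3 had a named probe, so the pathways were not tested as sets. Hk2 (NM_013820), a hexokinase, was 2.42 ± 0.25 (SD, n = 3) in control mice and 1.04 ± 0.14 (SD, n = 3) in infected mice, a log2 fold change of -1.38 (standard error 0.16, adjusted p = 0.0418 from limma). It passed the adjusted threshold in no fit that left out an array, except the one without infected replicate 3. Gpi1 (NM_008155), glucose-6-phosphate isomerase, changed by -0.999 (standard error 0.19, adjusted p = 0.106 from limma). Acod1 was the third and was upregulated. No gene of the TCA cycle or of fatty acid oxidation had a named probe. None was thus found among the authors' changed probes that could be given a symbol, in the incomplete copies held. The paper's statements on these 2 pathways were not checked. Outside the figure's enzymes, Tkt of the pentose phosphate pathway fell by 1.85 (adjusted p = 0.0928, limma). From lower expression of enzymes of glycolysis, the TCA cycle and de novo lipogenesis together with activated fatty acid oxidation, the paper proposes that EgPSC infection reprogrammed the metabolism of the adipose tissue.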

**FIGURE 6:**
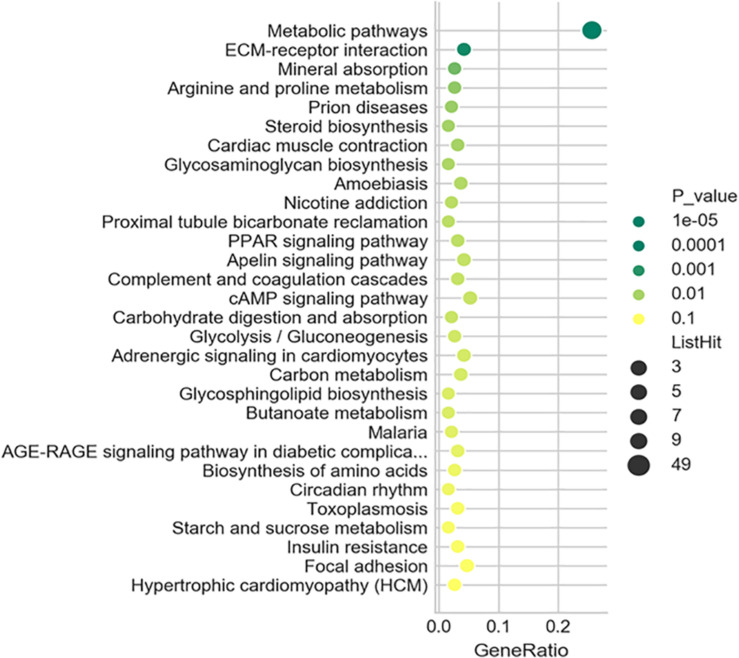
Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the differentially expressed mRNAs. Top 30 terms in the pathway analysis of differentially expressed mRNAs after EgPSC infection. The larger the point, the more genes fall into this pathway and the greener point means higher significance of enrichment.

**FIGURE 7:**
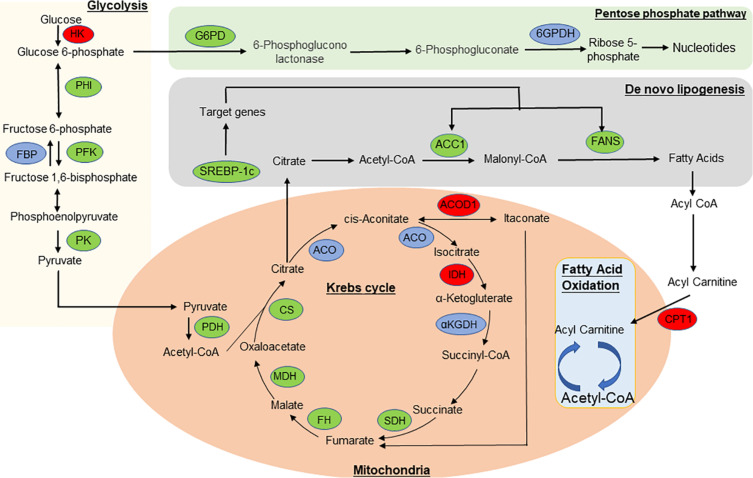
The overview of metabolic reprogramming in adipose tissue in EgPSC infected mice. The metabolism diagram which shows the expression profile of key enzymes. “lipoxygenase” pathways were significantly upregulated while “glycolysis,” “tricarboxylic acid (TCA) cycle,” “pentose phosphate pathway,” and “*de novo* lipogenesis” pathways were dramatically downregulated. Enzymes identified in our study are marked in red oval (upregulated) and green oval (downregulated), while other enzymes are marked in blue oval. HK, hexokinase; PFK, phosphofructokinase; FBP, fructose bisphosphatase; PHI, phosphate isomerase; PK, pyruvate kinase; PDH, pyruvate dehydrogenase complex; G6PD, glucose-6-phosphate dehydrogenase; 6GPDH, 6-phosphogluconate dehydrogenase; CS, citrate synthase; CPT1, carnitine palmitoyltransferase-1; SDH, succinate dehydrogenase; ACO, aconitase; IDH, isocitrate dehydrogenase; αKGDH, α-ketoglutarate dehydrogenase; FH, fumarate hydratase; MDH, malate dehydrogenase; ACOD1, aconitate decarboxylase 1; ACC1, acetyl coenzyme A carboxylase-1; FAS, fatty acid synthase; SREBP-1c, sterol regulatory element-binding protein-1c.

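Of the 3 genes that Supplementary Table S5 lists under the lipoxygenase pathway, Alox12e and Alox15 had named probes and Aloxe3 was not analysed here. Alox15 (XM_006532036) measured -0.92 ± 0.49 (SD, n = 3) in control mice and 1.26 ± 0.62 (SD, n = 3) in EgPSC infected mice. Its log2 fold change was 2.18 (standard error 0.38, adjusted p = 0.0948 from limma), and 3 named probes gave between 2.18 and 2.30. For Alox12e, 4 named probes gave between 2.20 and 3.45.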

### lncRNA Transcription Factor Network Analysis

Hypergeometric distribution was used to characterize the relationship between transcription factors and differentially expressed lncRNAs. The frequency of each transcription factor (TF) was counted, and the one with more functional annotations was recorded to reflect the overall functional distribution of different lncRNAs. A core network of the top 100 lncRNA-TF pairs was constructed by ranking the *P*-value (Figure 8). These lncRNAs were mostly regulated by contactin 2, metal-regulatory transcription factor 1, aristaless like homeobox 4 (ALX4), aryl hydrocarbon receptor nuclear translocator 2 (ARNT2), and nuclear receptor 1 type H2 (NR1H2). Among these TFs, ARNT2 has been demonstrated to be associated with the prevention of obesity and obesity-related diseases (Swarbrick et al., 2011). Studies have shown that ARNT2 is necessary for the production of secretory hormones, and an induced missense mutation in ARNT2 developed hepatic steatosis and abnormalities in glucose homeostasis (Turer et al., 2018).

**FIGURE 8:**
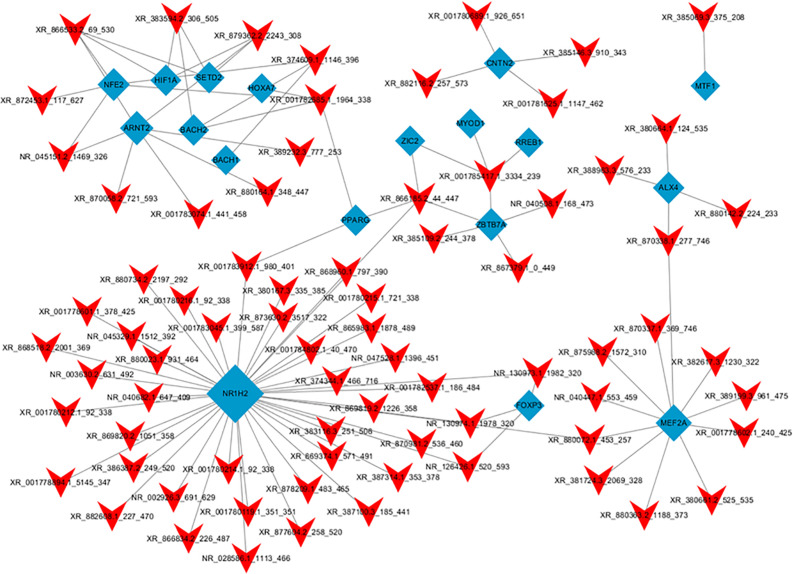
Network of the top 100 most related lncRNA-transcription factor pairs. The co-expression networks of the lncRNA and transcription factor were constructed using Cytoscape software (version 3.5.1). Red arrowheads, lncRNAs; blue diamonds, transcription factors.

### lncRNA Target-TF Network Analysis

To further identify the functions of each dysregulated lncRNA, the top 50 differentially expressed lncRNAs and their co-expressed mRNAs pairs were analyzed to conduct the lncRNA-target-TF network (Figure 9). LncRNA NR130973 was predicted to be mainly regulated by these TFs and participates in the Wnt signaling pathway, which has been reported to be related to inflammation and adipose cell function (Kanazawa et al., 2004).

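The RefSeq table pairs NR_130973 with H19, as it does NR_130974. The array probe for NR_130973, mmu_gnc033488, measured 2.62, 2.78 and 3.45 (log2) in the 3 control mice and 1.40, -2.11 and 0.23 in the 3 EgPSC infected mice. Its log2 fold change was -3.11 (standard error 0.87, adjusted p = 0.179 from limma), with an SD of 1.79 among infected mice.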

**FIGURE 9:**
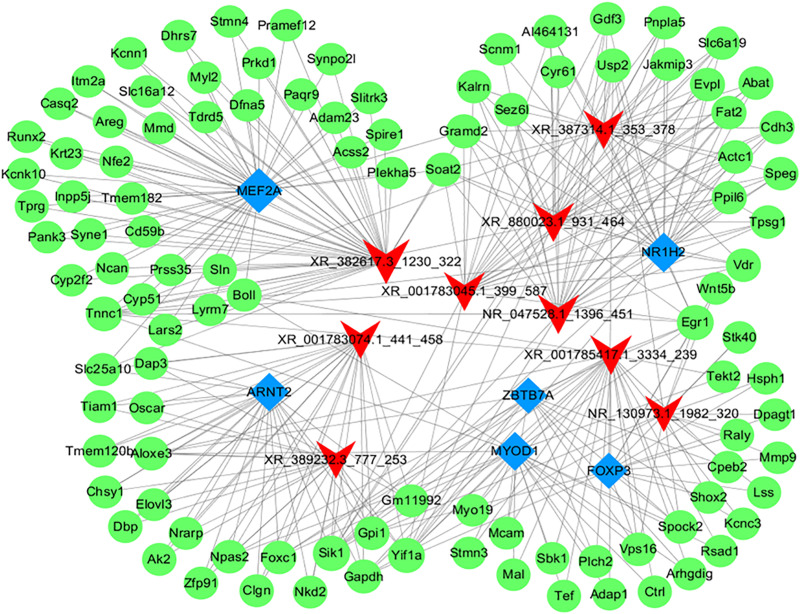
Network of the top 10 most related lncRNA-target-transcription factors. The co-expression networks of the lncRNA, target mRNA and transcription factor were constructed using Cytoscape software (version 3.5.1). Red arrowheads, lncRNAs; green diamonds, mRNAs; blue diamonds, transcription factors.

## Discussion

The adipose tissue is an important endocrine organ that can respond differentially to physiological cues or metabolic stress by releasing endocrine factors that regulate diverse processes (Scheja and Heeren, 2019). Abnormal accumulation of body fat is associated with insulin resistance and results in obesity, which is the most frequently observed component of metabolic syndrome (Engin, 2019). Thus, adipocyte differentiation regulators have been considered as possible therapeutic interventions for metabolic diseases (Danforth, 2000; Mota de Sá et al., 2017). Although the role of adipose tissue in parasite infection has been neglected for a long time, some progress has been made in recent years. *Trypanosoma cruzi* (González et al., 2019) and *Nippostrongylus brasiliensis* (Yang et al., 2013) were successively shown to inhibit adipocyte differentiation in obese mice that were fed a high-fat diet, providing new insight into the treatment of metabolic diseases. Moreover, a recent study showed that adipose tissue is a major niche for *T. brucei*, which can adapt its metabolism to the fatty acids that are present in the adipose tissue and improve the host’s fatty acid metabolism (Trindade et al., 2016). Since the adipose tissue lies in a lipid-rich environment and most drugs are hydrophilic, it may pose some limitations to the efficacy of drug treatments for parasitic infections (Tanowitz et al., 2017). Therefore, it is paramount to understand the role and mechanisms of parasitic infection in adipogenesis regulation.

This study has examined the effect of infection with the EgPSC on metabolic measures. EgPSC infection resulted in improved glucose tolerance and showed no obvious change of triglyceride, cholesterol, LDL, HDL, and AST/ALT. When compared with the control group, the infected mice showed a decrease in subcutaneous adipose tissue mass and a reduction in adipocyte size, however, the mass of brown adipose tissue had no obvious change post-infection. As a result, this study focused on the subcutaneous adipose tissues. Meanwhile, there was no statistically significant difference of food intake between control and EgPSC infected mice, which indicated that the mass loss of fat tissue should not result from sickness and poor appetite. The results also showed the existence of a M2-like macrophage in infected adipose tissues, which may promote fat lipolysis (Nguyen et al., 2011).

The present study was the first to address the mRNA and lncRNA expression profiles of adipogenesis in EgPSC-infected mice. Parasitic infection can inhibit the differentiation of subcutaneous adipocytes, which is accompanied by a sharp decline in carbohydrate oxidation and increased fat oxidation. Moreover, microarray analysis revealed that 1052 mRNAs and 220 lncRNAs were differentially expressed in the subcutaneous adipose tissue of infected mice. GO and KEGG analyses showed a metabolic switch in the adipose tissue, which was in agreement with the indirect calorimetry results. Additionally, several differentially expressed mRNAs and lncRNAs were involved in insulin resistance and adipocyte differentiation. Thus, the results provided new insights into the metabolic homeostasis mediated by parasitic infection.

The expression of metabolic enzymes in adipose tissue is strongly related to adipocyte morphology and function (Dahlman et al., 2016) because these proteins control the cellular energy demand by regulating the metabolic pathways. This study found that the expression of key enzymes in “glycolysis,” “TCA cycle,” and “*de novo* lipogenesis” was markedly downregulated, while the expression of enzymes in the “lipoxygenase” pathway was significantly upregulated after EgPSC infection. 

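For de novo lipogenesis, 5 of 15 genes on a list written before the arrays were read, though after Table S3 had been seen, had a named probe, and all 5 were downregulated. Named probes came only from the authors' lists of changed probes, so unchanged genes could not appear and the pathway was not tested. The genes of ACC1, FAS and SREBP-1c had no named probe. Me1 (NM_001198933), malic enzyme, had a log2 signal of 8.14 ± 0.17 (SD, n = 3) in control mice and 6.60 ± 0.17 (SD, n = 3) in EgPSC infected mice (adjusted p = 0.0235, limma). Acly (NM_134037), ATP citrate lyase, fell by 1.28 (standard error 0.19, adjusted p = 0.0667 from limma), and Scd2 fell by 1.19 (adjusted p = 0.0790, limma). The remaining members, Acss2 and Mid1ip1, passed the adjusted threshold.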

Acetyl coenzyme A carboxylase 1 (ACC1) and fatty acid synthase (FAS) are key enzymes in adipose synthesis, and play a crucial role in regulating lipid homeostasis (Maier et al., 2010; Fullerton et al., 2013; Wallace et al., 2018; Lally et al., 2019). Sterol regulatory element-binding protein is considered to be a master regulator of lipogenesis (Eberlé et al., 2004) and is able to increase the activity of ACC1 and FAS (Horton et al., 2003a, b). The present study showed that the expression of these proteins was significantly downregulated, which indicated that lipogenesis was inhibited. In contrast, the fatty acid oxidation pathway could be enhanced, since the key enzyme carnitine palmitoyltransferase-1 (CPT1) (McGarry et al., 1983, 1989; Purdom et al., 2018) was significantly downregulated. The downregulation of citrate synthase (CS) and malate dehydrogenase (MDH) indicated that the TCA cycle was weakened, which could contribute to an anti-inflammatory microenvironment in the adipose tissue (Márquez et al., 2019). Through indirect calorimetry, we observed a sharp decline in carbohydrate oxidation (*P* < 0.01) and increased fat oxidation (*P* > 0.05), which agreed with metabolic reprogramming. Additionally, the change of carbohydrate and fat oxidations may be explained by the newly discovered myokine β-aminoisobutyric acid (BAIBA), which induces the adipose tissue transition to a “beige” phenotype and enhances fatty acids oxidation (Tanianskii et al., 2019). Overall, EgPSC infection might regulate gene expression, thereby reprogramming the host’s metabolism to control adipocyte differentiation.

The lncRNAs are important members of the non-coding RNA (ncRNA) family and have been considered as a new class of non-protein regulators in adipocyte biology (Zhao et al., 2018). A total of 220 lncRNAs were found to be differentially expressed, some of which were believed to be closely associated with adipocyte differentiation. For example, *WNT5b* is targeted in the function of signaling pathways that regulate pluripotency in stem cells (Kanazawa et al., 2004), and it was downregulated in our study. 

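On the arrays, 2 probes for Wnt5b gave log2 fold changes of 0.99 and 1.03, both higher in EgPSC infected mice. The brighter probe (NM_001271757) measured 0.44 ± 0.27 (SD, n = 3) in control mice and 1.46 ± 0.39 (SD, n = 3) in infected mice (standard error 0.24, adjusted p = 0.144 from limma). With each mouse left out in turn, its log2 fold change stayed between 0.82 and 1.21.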

The overexpression of the *WNT5b* gene was previously shown to promote adipogenesis and enhance adipocytokine gene expression (Maegawa and Maeda, 2006). Previous studies also substantiated the possible roles of *WNT* genes in conferring susceptibility to type 2 diabetes (Kanazawa et al., 2004; Cao et al., 2017). Moreover, the differentially expressed transcript AKT-2, which is required for adipocyte lipid filling (Sanchez-Gurmaches et al., 2019), is involved in apoptotic pathways (Cinti, 2018). After apoptosis, the adipocytes’ debris are reabsorbed by macrophages, inducing chronic low-grade inflammation and potentially contributing to insulin resistance and type 2 diabetes (Cinti, 2018). In addition, the downregulated lncRNA H19 (gene ID: 14955) was of particular interest. It has been reported that the silencing of H19 inhibits adipogenesis and inflammation response by upregulating miRNA-130b, and the expression of H19 was shown to be upregulated in atherosclerotic patients (Han et al., 2018; Sun et al., 2019). However, the function of these lncRNAs in EgPSC-infected adipose tissue requires further investigation.

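The brighter of 2 array probes for H19 (NR_130974) measured 3.00 ± 0.40 (SD, n = 3) in control mice and -0.12 ± 1.78 (SD, n = 3) in EgPSC infected mice, a log2 fold change of -3.13 (standard error 0.86, adjusted p = 0.175 from limma). Every infected mouse lay below every control mouse. With each mouse left out in turn, the change ranged from -3.88 to -2.15. On the slide that held both groups, infected replicate 1 lay below the control mean by a log2 change of -1.61.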

Overall, this study proposed that EgPSC infection inhibits adipogenesis along with metabolic reprogramming in the subcutaneous adipose tissue of mice. It has been increasingly recognized that parasite derived excretory-secretory products (ESPs), the key substances employed by helminths to downregulate the host’s anti-infection immunity (Harnett, 2014), are able to regulate adipogenesis and improve insulin sensitivity in a high fat diet-induced obesity model (Hussaarts et al., 2015). Thus, in the future, we will use the ESPs of EgPSC to mock the infection to study whether and how EgPSC alters host metabolism.

## Conclusion

The present study showed that EgPSC infection resulted in a reduction of subcutaneous fat along with a decrease in the size of adipocytes. Consistently, indirect calorimetry revealed the change in energy metabolism that was characterized by a lower CO_2_ production and O_2_ consumption, a sharp decline in carbohydrate oxidation, and a slight increase in fat oxidation. Moreover, several differentially expressed lncRNAs and mRNAs were identified to be associated with adipocyte differentiation, insulin resistance, and metabolic reprogramming. Overall, these findings deepened the understanding of parasite-host interplay, metabolic homeostasis mediated by parasitic infection, and provided novel insight into the mechanism of hypertrophic adipocytes in obesity.

## Data Availability Statement

The microarray data has been deposited into GEO (accession: GSE154979, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE154979).

## Ethics Statement

The animal study was reviewed and approved by the Laboratory Animal Welfare and Ethics Committee of Xuzhou Medical University, China [SCXK (Su) 2015-0009].

## Author Contributions

WP, HL, and XY conceived and designed the experiments. YL, JW, TL, YG, and FS performed the experiments. YL, JL, and MD analyzed the data. WP and HL contributed reagents, materials, and analysis tools. YL, WP, and FS wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

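Gene expression was measured on 6 one-color Agilent arrays of design 085631, 3 from control mice and 3 from EgPSC infected mice, 1 mouse per array. Each scan record, as deposited by the authors, holds intensities of 180873 spots on a linear scale, from which per the file headers the authors' Feature Extraction 10.7.1.1 had subtracted the background within the array, with no scaling between arrays. The authors' value table holds log2 values for 100337 of the 117273 probes. Its largest value, 18.7, was the same in all 6 columns, and the sorted columns differed by a median of at most 0.0139, as after quantile normalization, while the methods name percentile normalization. All of its 6 value columns were used. For the 1000 probes of the copy of Table S3 used here, the fold changes and P of the paper differed from those of the value table by at most 6.13e-06 (log2) and 1.99e-06 (log10), and for the 190 probes of Table S4 by at most 3.43e-06 and 1.55e-06. These copies hold fewer entries than the paper's counts.

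Values were computed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Control spots and spots marked as outliers were left out, replicate spots averaged on the log2 scale, and the 75th percentile of each array subtracted. A probe counted as well above the background when at least 50% of its spots were, and was tested when this held on every array of at least 1 group. Probes were compared with lmFit and eBayes, with Benjamini-Hochberg adjustment over 69776 tested probes, and counted at a fold change of at least 2 and an adjusted p below 0.05. The count at an unadjusted p below 0.05, the threshold of the methods, is given beside it. Probes coded as the classes that Table S3 lists were taken as mRNAs and those of Table S4 as lncRNAs. Where a probe was well above the background on no array of a group, the fold is given as a bound, with each array of that group set to at least the lowest signal of a probe well above the background on it. Such a bound does not hold under other background corrections: under normexp, Acod1 had a log2 fold change of 0.79, below its bound of 4.15-fold.

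The arrays give between 60.4% and 62.3% of probes well above the background. The procedure was tested on simulated data with 200 of 69760 probes changed by a log2 of 2 between 3 and 3 arrays. There, limma passed 208 probes after adjustment and found 176 of the 200, and the test named in the methods found 11. The limma calls beyond those 176 were false, a larger share than the 0.05 aimed at, while all 11 of the other test were true. The adjusted limma counts on the real arrays may likewise hold a larger share of false calls. With no changed probes both passed 0 after adjustment, and at an unadjusted p below 0.05 limma passed 399 and the other test 225.

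The genes named are those the paper names for the array data, as far as Tables S3 and S4 gave them a probe, genes of the lists below, and the 5 upregulated and 5 downregulated mRNA probes and the 3 upregulated and 3 downregulated lncRNA probes with the largest fitted changes past the adjusted threshold whose groups do not overlap. A gene that is not reported here was left out of the lists and of the counts of named genes after the data were seen. The values of Tables S3 and S4 had been seen when this rule was written. Of the unnamed upregulated probes, 2 are printed. For a gene with several named probes, the brightest was used. Names came from RefSeq accessions in Tables S3 and S4, which gave a symbol for 865 of 1000 and 144 of 190 probes. Since all named probes came from the authors' lists of changed probes, no enrichment or gene set test was run. The lists written before the arrays were read had these numbers of named genes: glycolysis 3 of 23, pentose phosphate pathway 1 of 8, TCA cycle 0 of 24, de novo lipogenesis 5 of 15, fatty acid oxidation 0 of 24, lipoxygenases 2 of 8, cholesterol biosynthesis 4 of 20 and lipid droplet 2 of 18. The remaining lists had lipolysis 1 of 14, adipocyte identity 1 of 15, thermogenic adipocyte 0 of 11, M1 macrophage markers 2 of 8, M2 macrophage markers 1 of 9, clock genes 6 of 11 and 1 of 6, fast fibre 0 of 13 and slow fibre 7 of 12 of skeletal muscle, epidermis 5 of 13, mammary epithelium 0 of 14, lymph node 0 of 15, heat shock 3 of 12, immediate early 2 of 13 and a sex check 0 of 5.

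Each choice was varied one at a time: quantile normalization, the 50th percentile, normexp background correction with an offset of 50, 3 filters on dim probes, outlier spots kept, saturated probes left out, the authors' value table, the replicate number or the slide as a block, each array left out, array weights, the test named in the methods, a test against a fold change of 1.5, a fold change of at least 1.5, and for genes the mean over their named probes. These were set before the data were examined. A fit within the slide that held both groups, and the authors' table with the test named in the methods, were added after the data were seen. The calorimetry, histology, serum and qRT-PCR measurements were not analysed here.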

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

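The count over other splits in this part was chosen after these results were seen. Besides mRNAs and lncRNAs, the array carries probes whose codes the paper's tables do not list, and some of these differed between EgPSC infected and control mice in the same limma fit. What the codes stand for was not established, and no gene is named for them. Of 4873 tested probes coded mi, 17 passed a fold change of at least 2 and an adjusted p below 0.05, 3 of them higher and 14 lower in infected mice. Of 2521 tested probes coded ci, 4 passed, 2 higher and 2 lower. Of 2551 tested probes whose code opens with w, 38 passed, 24 higher and 14 lower. At an unadjusted p below 0.05, 129 probes coded mi passed (70 higher, 59 lower), 122 coded ci (101 higher, 21 lower) and 173 whose code opens with w (137 higher, 36 lower).

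Of the 10 splits of the arrays into 3 and 3, 1, the real one, gave as many of these probes past the adjusted threshold (59), and the others gave 0, with at most 180 against 424 at an unadjusted p below 0.05. The share cannot fall below 0.1, so this count by itself cannot exclude chance. The placement of infected replicates 2 and 3 on a slide without controls is open for them as it is for the mRNA probes. Infection, which the design gives, stays open as well and was not tested apart from these.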

How the results depend on the processing

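The fit within the slide that held both groups and the authors' value table with the test named in the methods were chosen after seeing the data. The other alternatives were set before. Quantile normalization, normexp and the authors' table reversed none of the 226 mRNA and lncRNA probes past the adjusted threshold and none of 87 named genes. The 50th percentile moved every log2 fold change alike (Hk2 from -1.38 to -1.49), too little to reverse any of these probes or genes. Most of the other alternatives could not have reversed them, since the groups of these probes do not overlap or the estimate stays the same, so their keeping the direction there tests nothing. Whether they passed the adjusted threshold depended on several choices, and except where stated the cause was not tested.

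The count of 201 mRNA probes stayed within 1.5 times under quantile normalization, the 50th percentile, normexp, the filter on all 6 arrays, outlier spots kept, the authors' table and a fold change of at least 1.5, between 145 and 268. The saturation filter removed nothing. With no filter on dim probes 46 mRNA and 8 lncRNA probes passed, where more probes are tested and adjusted for, and with the filter on at least 1 array 103 mRNA probes. With the slide as a block 3 mRNA and 0 lncRNA probes passed, with array weights 349 and 43, with the test named in the methods 1 and 0, and with a test against a fold change of 1.5, which asks for a larger change, 39 and 5. Within the slide that held both groups 557 and 89 passed, where the lone infected array is assumed to vary like the controls although infected arrays spread 1.81 times as much, and with the authors' table and the test named in the methods 0 and 0. A block by replicate number gave 0 and 0. The numbers do not pair the mice: deviations from the group means correlated at -0.18, -0.05 and -0.27 between arrays of the same number. At an unadjusted p below 0.05, in limma with that block, 1319 mRNA and 274 lncRNA probes passed, and with the slide as a block 1615 and 339.

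Leaving out 1 array gave between 1 and 935 mRNA probes and between 0 and 76 lncRNA probes. Without control replicate 1, 2 or 3, 6, 3 and 1 mRNA probes and 1, 0 and 0 lncRNA probes passed, without infected replicate 2, 5 and 0, without infected replicate 3, 935 and 76, and without infected replicate 1, 140 and 56. All 226 probes were among those past the threshold without infected replicate 3, and 100 without infected replicate 1.

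At an unadjusted p below 0.05, the 1462 mRNA probes became 564 under normexp, 4319 at a fold change of at least 1.5, a looser threshold, and 2363 within the slide, and leaving out 1 array gave between 1153 and 2404, the highest without infected replicate 1. The 292 lncRNA probes became 57 under normexp, 659 with no filter, 138 with the filter on all 6 arrays, 450 with the filter on at least 1 array, 617 at a fold change of at least 1.5, 194 with the test named in the methods, 182 with the test against 1.5 and 187 with the authors' table and the test named in the methods. Leaving out 1 array gave between 236 and 516, the highest again without infected replicate 1. The 50th percentile moved the median of all tested probes to -0.12 (log2), against -0.01 for the 75th, and the upregulated share of mRNA probes at the unadjusted threshold from 57.0% to 40.6%, and of lncRNA probes from 71.2% to 57.7%. At this threshold 834 mRNA probes were higher and 628 lower, against 215 and 349 under normexp, 777 and 1290 with array weights and 608 and 1007 with the slide as a block. For lncRNA probes, 208 higher and 84 lower became 137 and 202 with the slide as a block and 153 and 227 within the slide.

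Of the genes chosen for qRT-PCR, 4 passed the adjusted threshold. This was 1 with no filter on dim probes, 2 with the filter on at least 1 array, 0 with either block, 0 with the test named in the methods on either set of values, 1 with the test against 1.5 and 2 within the slide. Leaving out 1 array gave between 0 and 7, the highest without infected replicate 3 and 0 without control replicate 1, 2 or 3 or infected replicate 2. Of the enzymes of Fig. 7, Hk2 passed. This was 0 with no filter, with the filter on at least 1 array, with the authors' table, with either block, with the test named in the methods on either set of values, with the test against 1.5 and within the slide. Leaving out 1 array gave between 0 and 2, and only without infected replicate 3 above 0.

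Of 30 named genes past the adjusted threshold, 30 still passed with the 50th percentile, array weights and outlier spots kept, 25 with quantile normalization, 23 with the authors' table, 22 with normexp, 19 with the filter on all 6 arrays, which took the others out of the test, 18 with the filter on at least 1 array, 12 with the test against 1.5, 11 with no filter, 22 within the slide and 0 with either block or with the test named in the methods on either set of values. Without control replicate 1, 2 or 3, 2, 2 and 0 passed, and without infected replicate 1, 2 or 3, 22, 2 and 30. The mean over the named probes of a gene moved 2 of 35 genes by more than the SD between replicates. Gene sets and genes in place of probes were planned and not run, since only probes on the authors' lists were named. Signal over background limits the dim probes: under 63% of probes were well above it on any array, and changes of probes dim in 1 group are given as bounds.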

Differences from the paper's values

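The paper reports 541 upregulated mRNAs, and at its threshold of a fold change of at least 2 and an unadjusted p below 0.05 limma gave 834 probes. For upregulated lncRNAs the paper's count is 126 and limma gave 208. For downregulated mRNAs the paper's count is 511, against 628 here, and for downregulated lncRNAs it is 94, against 84 here. Of the alternatives set before the data were examined, those that bring the upregulated mRNA count within 1.5 times of the paper's are quantile normalization (742), the 50th percentile (631), the filter on all 6 arrays (556), the authors' value table (736), the replicate number as a block (727), the slide as a block (608), array weights (777), the test named in the methods (601), the test against a fold change of 1.5 (539), and leaving out control replicate 2 (779) or 3 (647) or infected replicate 2 (802). Those that do not are normexp (215), no filter (1201), the filter on at least 1 array (1042), outlier spots kept (833), the saturation filter (834), and leaving out control replicate 1 (931) or infected replicate 1 (1328) or 3 (999). A fold change of at least 1.5, which is not the paper's threshold, gave 2382 mRNA and 427 lncRNA probes and does not either. For upregulated lncRNAs, quantile normalization (179), the 50th percentile (168), the filter on all 6 arrays (101), the authors' table (175), the slide as a block (137), the test named in the methods (130), the test against 1.5 (120), and leaving out control replicate 2 (161) or infected replicate 2 (150) or 3 (167) do. Normexp (43), no filter (410), the filter on at least 1 array (306), outlier spots kept (206), the saturation filter (208), the replicate block (191), array weights (211), and leaving out control replicate 1 (191) or 3 (193) or infected replicate 1 (430) do not. Chosen after seeing the values, the authors' table with the test named in the methods gave 511 upregulated and 480 downregulated mRNA probes and 109 and 78 lncRNA probes, and dropped 10 of the 1000 probes held of the paper's Table S3 and 5 of the 190 held of Table S4, all of them outside the probes tested here. The fit within the slide, also chosen after seeing the values, gave 1215 and 153.

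Of 86 named genes with a fold change in Tables S3 and S4, Me1 differed by more than the SD between replicates: the paper's log2 fold change is -1.28 and the value here -1.54. Quantile normalization (-1.30) and the authors' table (-1.28) fall within the SD, as does that table with the test named in the methods, chosen after seeing the values. The other alternatives, between -1.68 and -1.48, do not.

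In Fig. 4C the array bars are not log2 fold changes on the usual scale. The log2 of the ratio of the mean log2 values of the authors' table gives bars of nearly the same height, a scale that was found by trying it after the bars had been read. On it Acod1 is 1.52 (about 1.5 in Fig. 4C, read by eye) and H19 is -0.46 (about -0.45 in Fig. 4C, read by eye), while here Acod1, from a probe dim in every control array, is at least 4.15-fold higher, and H19 has a log2 fold change of -3.13. The bars were read to the nearest 0.05, and a gap up to that size or up to the SD between infected mice was not counted, an allowance set after both series had been seen. Of the 12 genes, 11 stayed within it. Alox12e did not: it is 0.68 on this scale for its brightest named probe, against about 0.85 in Fig. 4C, read by eye. No alternative was run on this scale.

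The text gives Wnt5b as downregulated. Both of its named probes were higher in infected mice (log2 fold changes 0.99 and 1.03), and quantile normalization, normexp and the authors' table left it higher. The paper's Table S3 also has it higher, with a log2 fold change of 1.05 for the brighter probe. Fig. 7 marks hexokinase as upregulated. The hexokinase gene with a named probe, Hk2, was lower (log2 fold change -1.38), and other hexokinase genes were not analysed here. For phosphate isomerase, marked as downregulated, Gpi1 was lower (log2 fold change -0.999), and for ACOD1, marked as upregulated, Acod1 was higher. The authors' lists of changed probes, as far as held and named, gave no gene of the TCA cycle or of fatty acid oxidation. What the paper states on those pathways was therefore not checked.

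Of the 86 named genes, 7 that the paper calls changed had a fitted fold change under 2 here: Gpi1, Gm34973, Gpt2, Pck1, Ces1d, Ccr2 and Adgrl3. No control array was well above the background for Adgrl3, which was at least 1.54-fold higher, so a fold change of 2 is not excluded for it. All 7 pass the threshold of the methods under quantile normalization and with the authors' table. Of these 7, 2 pass with the 50th percentile, the slide as a block, array weights or within the slide, and between 0 and 5 when 1 array is left out.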

Other observations

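The tests in this part on the slides, the spread, muscle, clock, epidermis and adipocyte genes were chosen after the values they use had been seen. The count over other splits was set before.

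The 6 arrays can be split into 3 and 3 in 10 ways, and 1 of the 10, the real one, gave as many mRNA and lncRNA probes past the adjusted threshold (226). The others gave 0, and at an unadjusted p below 0.05 at most 861 against 1754. With 10 splits the share cannot fall below 0.1, so this count by itself cannot exclude chance.

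The slides are unevenly divided between the groups, so a difference between the 2 slides could contribute to the probes changed between the groups. Probes were called from infected replicates 2 and 3 against 2 of the controls, and then read on infected replicate 1, which shares its slide with the controls, and on the control left out. On infected replicate 1 they moved in the same direction by a median of 0.77, 0.73 and 0.68 (log2) with control 1, 2 or 3 left out, and on the left-out control by 0.31, 0.09 and 0.02. On infected replicates 2 and 3 the median was 1.38, 1.35 and 1.34. A shift of the slide alone would leave infected replicate 1 like the left-out control. As this rests on a single infected array, the slide and the infection cannot be told apart for the size of the changes.

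The infected arrays spread more than the control arrays, with infected replicate 3 the furthest from the other infected arrays. A constant difference between the slides would leave the infected arrays that share a slide alike, but infected replicates 2 and 3 differed by a median of 0.31 (log2) against 0.14 to 0.18 between control arrays. This argues against such a difference as the whole cause. Within arrays, replicate spots of a probe had a median SD between 0.102 and 0.106, with a ratio of 0.993 between infected and control arrays. Noise at the spots is 1 part of the technical noise, so labeling, RNA quality and dissection stay open, as do differences between infected mice, which were not tested.

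Some tissue and clock genes were among the changed mRNAs, and the lists for these were checked as far as their probes were named. Named probes were chosen by the authors for having changed, so none of these lists could have shown genes that did not change. For slow-fibre muscle genes, 7 of 12 were named and all 7 were lower in infected mice. Tnnt1, with no infected array well above the background, was at least 2.14-fold lower, and the others had log2 fold changes from -4.11 to -1.27. Of the fast-fibre genes, 0 of 13 were named, so a varying share of skeletal muscle in the dissected tissue was not decided. Of the clock genes that peak with Per2 and Dbp, 6 of 11 were named and 6 were lower, while Npas2, 1 of 6 of the opposite phase, was higher, and a different time of day of sampling stays open. For epidermis, 5 of 13 genes were named and 5 were higher (from 1.08 to 1.42), which leaves epidermis in the dissected tissue open. For a lower share of adipocytes, which bears on the lower lipogenic enzymes, 1 of 15 adipocyte identity genes was named, Tmem120b, and it was lower by a log2 fold change of -1.44, so this stays open too. Infection itself stays open for each of these lists. Of the macrophage markers, Il1b was higher by a log2 of 2.30 and Arg1 by 2.58, and Il12b, with no infected array well above the background, was at least 2.96-fold lower, none of them past the adjusted threshold in limma. The 3 named heat shock genes were lower and the 2 named immediate early genes higher.

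The smallest FDR that the paper's Table S6 gives among 246 pathways is 0.0862, and at an unadjusted P below 0.05 it lists 29.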
